# Notch-mediated Ephrin signaling disrupts islet architecture and **β** cell function

**DOI:** 10.1172/jci.insight.157694

**Published:** 2022-03-22

**Authors:** Alberto Bartolomé, Nina Suda, Junjie Yu, Changyu Zhu, Jinsook Son, Hongxu Ding, Andrea Califano, Domenico Accili, Utpal B. Pajvani

**Keywords:** Endocrinology, Cell migration/adhesion, Diabetes, Islet cells

## Abstract

Altered islet architecture is associated with β cell dysfunction and type 2 diabetes (T2D) progression, but molecular effectors of islet spatial organization remain mostly unknown. Although Notch signaling is known to regulate pancreatic development, we observed “reactivated” β cell Notch activity in obese mouse models. To test the repercussions and reversibility of Notch effects, we generated doxycycline-dependent, β cell–specific Notch gain-of-function mice. As predicted, we found that Notch activation in postnatal β cells impaired glucose-stimulated insulin secretion and glucose intolerance, but we observed a surprising remnant glucose intolerance after doxycycline withdrawal and cessation of Notch activity, associated with a marked disruption of normal islet architecture. Transcriptomic screening of Notch-active islets revealed increased Ephrin signaling. Commensurately, exposure to Ephrin ligands increased β cell repulsion and impaired murine and human pseudoislet formation. Consistent with our mouse data, Notch and Ephrin signaling were increased in metabolically inflexible β cells in patients with T2D. These studies suggest that β cell Notch/Ephrin signaling can permanently alter islet architecture during a morphogenetic window in early life.

## Introduction

Pancreatic islets are composed of different hormone-secreting cells and a complex supporting niche that includes vasculature, nerves, and other cell types. Islets have distinct architectural patterns. Murine islets display a core composed primarily of β cells, with other endocrine cell types in the mantle. Islet architecture and morphology show important species-specific variations (1), but in all species, islet architecture is not random, reflecting a common mantle core organization of α and β cells when integrated with other islet components (2–4).

β Cells have differential functional capacity, as defined by electrophysiologic and insulin secretion parameters, when isolated, aggregated with other β cells, or in native islets (5, 6). Even within a single islet, β cells are highly heterogeneous in terms of electrical activity and insulin secretion, with specialized hubs orchestrating responses to glucose (7, 8). Whether these differences are affected by specific molecular guides that direct the architectural conformation of the islet, and whether these are altered in pathophysiology and contribute to disease progression, are not known. These questions are not easy to solve, since alterations in architecture are typically accompanied and, in mouse models, may in fact be caused by underlying β cell death or loss of maturity/identity (9–13). Nevertheless, altered islet architecture has long been associated with islet dysfunction in rodent models and human type 2 diabetes (T2D) (14–17).

Notch signaling, an evolutionarily conserved pathway critical for pancreas development and endocrine specification (18, 19), is “reactivated” in β cells from obese mice (20). Dynamic Notch activity alters the maturity status of the cell and contributes to obesity-induced β cell dysfunction (20). Whether these effects are permanent was not known. Using a potentially novel, doxycycline-dependent Notch gain-of-function model, we find that Notch-induced loss of cell maturity is reversible, but glucose intolerance persists, associated with disrupted and persistent islet architectural changes. Using a variety of methods in mouse and human islets, we identify a potentially novel Notch/Ephrin axis that affects β cell repulsion that determines islet architecture.

## Results

### Notch-induced β cell functional impairment.

We have previously shown that constitutive β cell Notch activity impairs β cell maturity and functional capacity (20). To determine whether these effects are specific to select developmental windows, we generated β cell–specific, doxycycline-inducible (Dox-inducible) Notch gain-of-function (β-tetO-NICD) mice (Figure 1A). As expected, Notch activity (as assessed by expression of the canonical Notch target *Hes1*) was specifically increased in islets that express all the necessary transgenes and in the presence of Dox (Figure 1B). Consistently, in vivo, in the absence of Dox, mice showed normal glucose tolerance (Figure 1C). With Dox exposure, both male and female β-tetO-NICD mice developed profound glucose intolerance (Figure 1, D and E), accompanied by impaired glucose-stimulated insulin secretion (GSIS) (Figure 1F). Islets from β-tetO-NICD mice showed increased expression of Notch targets and reduced markers of β cell functional maturity (Figure 1G), as well as increased β cell Hes1 with commensurate reduction of the maturity marker Mafa in fixed pancreata (Figure 1H), consistent with our previous observations (20). We observed a similar impairment in glucose tolerance even when Dox was started in older (24-week) mice (Figure 1, I–K). These data suggest that Notch activity is detrimental to β cell function even well past any developmental window.

### Notch-induced β cell functional impairment is not fully reversible.

We next addressed the question of whether Notch-induced β cell functional defects were reversible (Figure 2A). Surprisingly, despite nearly indistinguishable expression of Notch targets and β cell maturity markers 4 weeks after Dox withdrawal (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.157694DS1), β-tetO-NICD mice were still glucose intolerant (Supplemental Figure 1, B and C). Eight weeks after Dox withdrawal (Dox-off), Notch activity was at baseline and markers of β cell maturity had recovered (Figure 2, B and C), but both male and female β-tetO-NICD mice remained glucose intolerant relative to controls (Figure 2, D and E). Differences in glucose tolerance were further exacerbated by high-fat diet feeding, despite unchanged body weight (Supplemental Figure 1, D and E). Impaired glucose tolerance was associated with impaired insulin secretion after oral glucose challenge (Figure 2F). These effects are likely cell autonomous, as isolated islets from Dox-off β-tetO-NICD mice showed similar defects in in vitro GSIS (Figure 2G). These data indicate that β cell Notch exposure early in life leads to persistent impairments in β cell function, even after the Notch signal is removed.

### Disrupted islet cytoarchitecture and persistent GSIS impairment in β-tetO-NICD mice.

At sacrifice, we noted a markedly altered cytoarchitecture in β-tetO-NICD mice, with a 2.5× higher percentage of glucagon-positive α cells in the islet core (Figure 3A). We also found altered islet architecture in an independent β cell–specific Notch gain-of-function model (β-NICD; ref. 20), in which NICD is expressed in β cells perinatally (Supplemental Figure 2A). This finding suggested that altered architecture was not an artifact due to Dox. Similarly, *Cre^+^ rtTA^+^* mice lacking NICD showed normal mantle-core distribution of α cells (Supplemental Figure 2B). β to α cell ratio was unchanged between controls and β-tetO-NICD mice, suggesting that altered islet architecture was not due to loss or proliferation of either cell type (Figure 3B). Further, EGFP-mediated lineage tracing showed no evidence of β to α transdifferentiation (Supplemental Figure 2C). Importantly, we observed the same altered core-mantle distribution for δ cells in β-tetO-NICD mice (Figure 3C), suggesting a primary defect in Notch-active β cells that leads to disrupted localization of all endocrine cells of the islet.

Intriguingly, Dox withdrawal did not result in normalization of this ratio, with a near-identical increase in α cells in the islet core (Figure 3D), as seen in mice with continued Notch exposure. These data suggested a permanent alteration in islet architecture with early β cell Notch exposure but also led us to use this model to query whether there was a developmental window necessary for islet patterning. As shown earlier, delayed Notch exposure still gave rise to glucose intolerance (Figure 1K). But in this mouse model, we observed no differences in islet architecture (Figure 3E). This result suggests that the effects of Notch on islet architecture are age dependent and are probably more detrimental during the periods associated with islet morphogenesis and remodeling, such as perinatally or during early life.

### Altered Ephrin signaling in Notch gain-of-function islets.

We next surveyed Notch gain-of-function islets for potential explanations of altered cytoarchitecture based on existing literature. Cell adhesion molecules (CAMs) have been implicated in endocrine cell aggregation by enhancing cell-to-cell contact. For example, cadherin 1 (Cdh1) governs β cell homotypic interactions and their connectivity (21–24). A different CAM, epithelial CAM (Epcam), affects epithelial morphogenesis (25), and transgenic overexpression alters islet architecture with a high proportion of α and δ cells in the islet core (26). Epcam has also been described as a downstream effector of Notch signaling in hepatocellular carcinoma (27). But both Cdh1 and Epcam were unchanged in β-tetO-NICD islets (Supplemental Figure 3, A and B). Nonendocrine islet cells are also important determinants of islet architecture. Increased islet vascularization by β cell–derived VEGFA disrupts islet architecture (28–30). Macrophages affect islet morphogenesis, as well as islet remodeling after injury (29, 31). Again, however, β-tetO-NICD mice showed unchanged levels and distribution of islet endothelial cells and macrophages (Supplemental Figure 3, C and D). Similarly, other islet morphogenesis effectors such as Hnf1a (13), integrin β1/α5 (32), Ncam (10), and Slit-Robo signaling components (33) were unchanged in Notch-active islets (Supplemental Figure 4).

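Islet RNA from 4 control mice, which carried Cre and Rosa26-rtTA but no tetO-NICD, was compared with islet RNA from 4 β-tetO-NICD mice. Both groups had received Dox for 8 weeks, which in β-tetO-NICD mice induces the Notch1 intracellular domain (NICD), the active form of the receptor, in β cells. The authors sequenced stranded poly(A) libraries and pseudoaligned the reads to the GRCm38 transcriptome with Kallisto, which assigns reads to transcripts without placing each base on the genome. They deposited whole-number counts for 32531 gene symbols, not normalized. The total count per library was between 22430941 and 25950164 in controls (median 22925105) and between 21701223 and 26413146 in β-tetO-NICD islets (median 23000680). A floor of 3 counts, taken as the smallest level distinguishable from absence, corresponded to at most 0.138 CPM (counts scaled to library size) in controls and 0.151 CPM in β-tetO-NICD libraries, and covers counting error only. The β-tetO-NICD columns of the count table are numbered 1, 2, 4 and 5, whereas the mice are labelled 1 to 4. Libraries 4 and 5 were therefore assigned to the β-tetO-NICD group but to no particular mouse. No pair of libraries within a group agreed within sampling noise, so each counted as 1 replicate.

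Counts were normalized for library size by edgeR's TMM method, and 15082 genes with at least 10 counts in at least 4 of the 8 libraries were tested with edgeR's quasi-likelihood test. P values were adjusted by the Benjamini-Hochberg method. Gene coordinates are those of GENCODE M21 on GRCm38. Ins1 and Ins2 together took 15.9% ± 1.13 (SD, n = 4) of the counts in controls and 10.2% ± 3.23 (SD, n = 4) in β-tetO-NICD islets. Gcg took 2.28% ± 1.23 (SD, n = 4) and 6.03% ± 0.333 (SD, n = 4). RNA of acinar cells, the enzyme-secreting cells that surround islets, was present in every library, and 20 acinar marker genes took 9.48% ± 3.09 (SD, n = 4) of the counts in controls and 12.5% ± 5.59 (SD, n = 4) in β-tetO-NICD islets.

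Libraries also differed in ways that genotype does not account for. Across the 14661 tested genes with an annotated length, Spearman's rho between a library's deviation from the 8-library mean and the length of the longest transcript was 0.418, 0.467 and 0.497 in controls 1, 2 and 4, and 0.446 in β-tetO-NICD library 1. It was −0.173 in control 3 and −0.521, −0.360 and −0.514 in β-tetO-NICD libraries 2, 4 and 5. Genes are not independent replicates, so these correlations describe the libraries and carry no p value. The Y-linked gene Eif2s3y had 1300, 1527 and 1465 counts in control 2, control 4 and β-tetO-NICD library 5, and at most 1 count in each of the other 5 libraries.

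**Figure D1:**
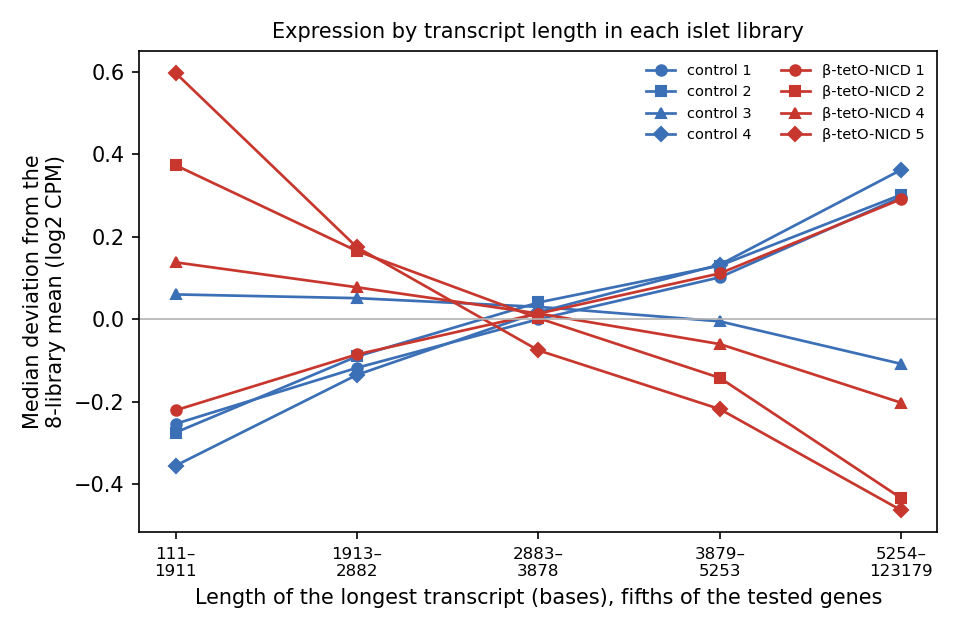
Median deviation of each library from the mean log2 CPM of the 8 libraries (y axis) in 5 equal groups of tested genes ordered by the length of the longest transcript in bases (x axis), with controls in blue and β-tetO-NICD libraries in red. In the shortest group, β-tetO-NICD library 5 deviates by 0.60 and β-tetO-NICD library 1 by −0.22, and control 3 slopes the other way from the other 3 controls.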

As these targeted analyses were unrevealing, we performed RNA-Seq in islets isolated from controls and β-tetO-NICD. Consistent with previous results, gene set enrichment analysis (GSEA) of Notch-active islets did not match islets of mice lacking Robo1/Robo2 (34) (Supplemental Figure 5A). 

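Notch1, which lies on chromosome 2 of GRCm38 from 26457903 to 26516663 and whose intracellular domain the transgene encodes, checked the labels of the libraries. Its level was 56.9 ± 10.7 CPM (SD, n = 4) in controls and 1029.9 ± 331 CPM (SD, n = 4) in β-tetO-NICD islets, a log2 fold change of 4.18 (standard error 0.30, adjusted p = 0.000102 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The counts do not separate transgenic from endogenous Notch1. The lowest β-tetO-NICD library had 11388 Notch1 counts and the highest control 1562. The Notch target Hes1 (chromosome 16, 30064384 to 30067796) rose from 7.24 ± 1.03 CPM (SD, n = 4) to 44.3 ± 10.6 CPM (SD, n = 4), and the log2 fold changes of Hes1, Hey1 and Heyl were 2.61, 4.04 and 3.56. Hes5 had at most 1 count in any control and was at least 95.5-fold higher in β-tetO-NICD islets (adjusted p = 0.000661 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

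Of the 15082 genes tested, 1020 had an adjusted p under 0.05, with 632 higher and 388 lower in β-tetO-NICD islets. The groups did not overlap in 2433 genes, or 16.1% of those tested, where chance gives 2.86% for a single gene. Genes vary together across libraries, so a trend between libraries can also raise this share. The excess alone therefore cannot be assigned to genotype. The number of DEGs was moved most by the libraries included. It was between 319 and 4954 across the 8 fits that each left out 1 library, and the highest number came without β-tetO-NICD library 1.

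Among genes of β cell function, G6pc2 (chromosome 2, 69211073 to 69227841), which encodes an islet glucose-6-phosphatase subunit, fell from 1753 ± 191 CPM (SD, n = 4) to 329 ± 47.4 CPM (SD, n = 4). Its log2 fold change was −2.41 (standard error 0.19, adjusted p = 0.000138 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and stayed between −2.52 and −2.36 with each library left out in turn. Slc2a2, the gene of the glucose transporter Glut2, had a log2 fold change of −1.80 (adjusted p = 0.0331), which passed 0.05 in only 2 of those 8 fits. Ucn3 had a log2 fold change of −1.11 (adjusted p = 0.0274) and passed in 4 of them. The GLP-1 receptor gene Glp1r varied widely between β-tetO-NICD libraries, with 1533, 191, 750 and 22 counts in libraries 1, 2, 4 and 5. Its log2 fold change of −2.89 did not pass the threshold (adjusted p = 0.0838). The insulin genes Ins1 and Ins2, near-identical paralogs whose reads pseudoalignment could have divided between them, had log2 fold changes of −0.65 and −0.56 (adjusted p = 0.213 and 0.295).

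By a rule that required an adjusted p under 0.05, a mean of at least 50 normalized counts and no overlap between the groups, 847 genes remained, 498 higher and 349 lower. The highest estimate among them was that of Upk3a (chromosome 15, 85017141 to 85022547), which rose from 1.69 ± 1.14 CPM (SD, n = 4) to 732 ± 264 CPM (SD, n = 4), a log2 fold change of 8.75 (standard error 0.57, adjusted p = 4.7e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 5 highest estimates also included Hes5, whose bound is given above, Tacr1 and Dio2, with log2 fold changes of 7.75 and 7.49, and Lmntd1, which was at or under 3 counts in every control and at least 107-fold higher. Among the 5 lowest estimates, Kcnf1, Fbxw24 and Myo3a had log2 fold changes of −4.84, −3.84 and −3.71.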

But commensurate with impaired GSIS, β-tetO-NICD islets showed downregulation of genes and processes associated with normal β cell function, as well as some intriguing upregulated candidate effectors for altered islet architecture, including signaling pathways associated with tissue morphogenesis and remodeling (Figure 4, A–D). To narrow down this list, we conducted STRING analyses to build association networks between differentially expressed genes. 

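The 6 exocytosis genes shown in Figure 4D all had negative log2 fold changes. Rph3a, which encodes the vesicle protein rabphilin 3A (chromosome 5, 120940499 to 121010092), fell from 26.41 ± 20.7 CPM (SD, n = 4) in controls to 2.03 ± 0.571 CPM (SD, n = 4) in β-tetO-NICD islets. Its log2 fold change was −3.69 (standard error 0.51, adjusted p = 0.00348 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The control spread reflects 1404 counts in control 4 against 266 to 496 in the other controls. Rims3, a gene of the presynaptic active zone (chromosome 4, 120854816 to 120896579), fell from 265 ± 40.0 to 70.9 ± 19.6 CPM (SD, n = 4 per group), a log2 fold change of −1.90 (standard error 0.22, adjusted p = 0.00144 from the same test). The vesicle calcium sensor gene Syt10 had at most 3 counts in each β-tetO-NICD library and was at least 46.0-fold lower than in controls (adjusted p = 0.00159). Both Rph3a and Rims3 passed the threshold in each of the 8 fits that left out 1 library. Syt10 could be tested in only the 4 fits that left out a β-tetO-NICD library, and passed in those 4.

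Snap23, Cacna1d and Syt14 did not pass, with log2 fold changes of −0.85, −1.19 and −0.90 and adjusted p = 0.0514, 0.0598 and 0.0700. With DESeq2's Wald test in place of edgeR's, all 3 passed (adjusted p = 0.00613, 0.00595 and 0.0146). In a single set of simulated counts with 200 changed genes and no length trend, 15.4% of the calls of DESeq2 were false. That share depends on how many genes change, so it does not give the false share among these calls. With edgeR's test and 1 library left out, the adjusted p of the 3 genes reached 0.135, 0.168 and 0.193.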

Among the downregulated genes, we found networks enriched in altered secretory function but not with tissue morphogenesis (Supplemental Figure 5B). On the contrary, Gene Ontology enrichment of upregulated biological processes was more revealing, with 2 hubs of potential interest: TGF-β and Ephrin signaling (Figure 4E). 

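The network of Figure 4E names 60 genes. All 60 had positive log2 fold changes in β-tetO-NICD islets, the lowest being 1.39, and 57 had an adjusted p under 0.05. Bdnf, Lsp1 and Cfb did not pass (adjusted p = 0.0545, 0.0545 and 0.0597). Because the network was drawn from DEGs of these same libraries, the count describes the overlap of the calls and is no separate test.

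Of the TGF-β genes, Tgfb1 (chromosome 7, 25687002 to 25705077) rose from 7.56 ± 1.04 CPM (SD, n = 4) in controls to 26.9 ± 7.80 CPM (SD, n = 4). Its log2 fold change was 1.83 (standard error 0.24, adjusted p = 0.00260 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Smad3 and Sox11 had log2 fold changes of 1.28 and 2.69 (adjusted p = 0.0117 and 0.00564). All 3 passed in each of the 8 fits that left out 1 library. None of the 3 passed among the 5 libraries without Eif2s3y counts, where their adjusted p values were 0.0984, 0.0555 and 0.103. Smad3 also did not pass with an offset computed from median transcript lengths (adjusted p = 0.0677), but kept its adjusted p under 0.05 with the offset from longest transcripts.

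Of the 8 Ephrin ligand genes, Efna3 and Efna4 were under the count minimum. Efna5 (chromosome 17, 62604184 to 62881317) had the largest change of the other 6. It rose from 20.5 ± 2.75 CPM (SD, n = 4) to 67.2 ± 16.0 CPM (SD, n = 4), a log2 fold change of 1.71 (standard error 0.20, adjusted p = 0.00139 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and stayed between 1.61 and 1.85 with each library left out. Efna1 had a log2 fold change of 1.31 (standard error 0.20, adjusted p = 0.00548). Efna5 and Efna1 did not pass among the 5 libraries without Eif2s3y counts (adjusted p = 0.0716 and 0.135), a comparison of 3 β-tetO-NICD libraries with 2 controls. Efnb1 and Efnb3 had smaller log2 fold changes of 0.80 and 0.83 (adjusted p = 0.0250 and 0.0303), and passed in 3 and 2 of the 8 fits that left out 1 library. Efnb2 did not pass (log2 fold change 0.49, adjusted p = 0.172). Efna2 was not distinguishable between the groups (log2 fold change −0.06, adjusted p = 0.890), and its sign changed to 0.017 with upper-quartile normalization. With the adjustment taken over the 6 tested ligand genes alone, the same 4 ligands had an adjusted p under 0.05.

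Efna5 was the most abundant ligand gene in β-tetO-NICD islets by mean CPM, whereas in controls Efnb1, at 24.4 ± 3.67 CPM (SD, n = 4), and Efnb3, at 21.3 ± 1.88 CPM (SD, n = 4), had higher means. The mean log2 CPM of the 6 ligands was higher by 0.83, with all 4 β-tetO-NICD libraries above the highest control (exact permutation test, two-sided p = 0.029, the smallest that 4 libraries against 4 allow). Relative to Ppia, the control gene of the quantitative PCR in Figure 4F, the difference was 0.34 (exact permutation test, two-sided p = 0.457). Ppia was at 241 to 276 CPM in controls 1, 2 and 4 and β-tetO-NICD library 1, where rho with transcript length was positive. In control 3 and β-tetO-NICD libraries 2, 4 and 5, where rho was negative, it was at 314 to 567 CPM. Values relative to Ppia therefore carry the trend with length. With correction for transcript length, the ligand difference was 0.79 (exact permutation test, two-sided p = 0.029). The 12 expressed Eph receptor genes differed by 0.02 on average (exact permutation test, two-sided p = 0.886), and Ephb6 alone had an adjusted p under 0.05 (log2 fold change −1.72, adjusted p = 0.0166). The paper built its association network from genes upregulated in these islets, read the enriched processes from it, and from these took TGF-β and Ephrin signaling as candidate effectors of the altered architecture.

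**Figure D2:**
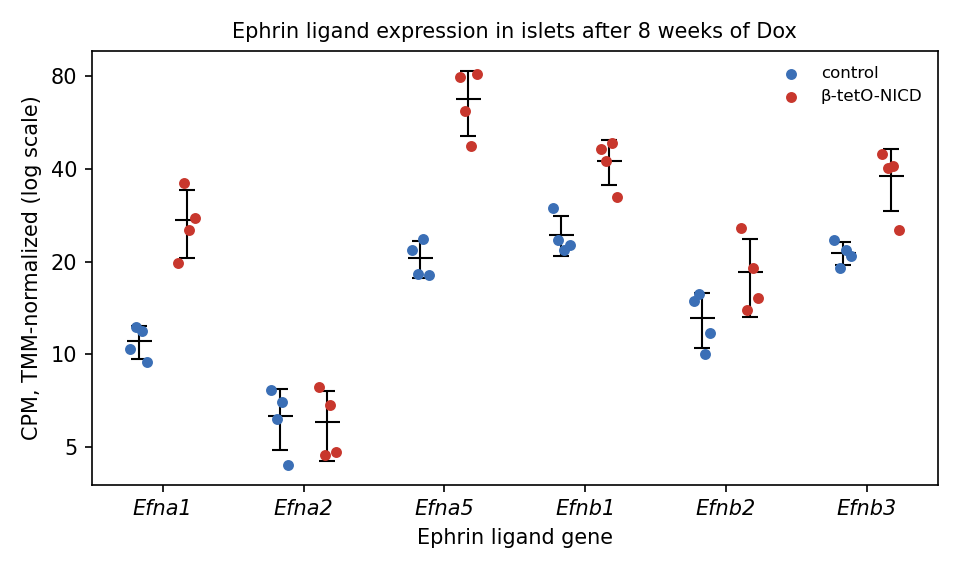
CPM of the 6 Ephrin ligand genes above the count minimum (x axis) on a log scale (y axis), in controls (blue) and β-tetO-NICD islets (red). Points are libraries and bars the mean ± SD (n = 4); for Efna5, Efna1, Efnb1 and Efnb3 the 2 groups do not overlap, and for Efna2 and Efnb2 they do.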

Transgenic *Tgfb1* expression in the β cell causes fibrosis and altered islet architecture (35), consistent with Notch effects (36–38), but fibrosis was unchanged in Notch-active islets (Supplemental Figure 6). Ephrin receptors and ligands are expressed in islets and β cell lines, where they can affect β and α cell function (39, 40). β-tetO-NICD islets showed a parallel upregulation of all expressed ligands, with *Efna5* as the most abundantly expressed (Figure 4F). We also observed increased Efna5 staining in β-tetO-NICD islets (Figure 4G), consistent with a direct effect of Notch.

### Efna5 inhibits islet reaggregation and β cell adhesion.

We next tested repercussions of higher Efna5 in Notch-active islets. One of the best-characterized functions of Ephrin signaling is repulsion of migrating axons (41–43). Sympathetic innervation of the developing pancreas occurs soon after endocrine progenitor specification and is linked to islet maturation (44). Depletion of sympathetic fibers during pancreas development results in altered islet morphogenesis, with more α cells in the islet core (45). Thus, we quantified the tyrosine hydroxylase–positive (Th-positive) area in islets of control and β-tetO-NICD mice and found a depletion of sympathetic fibers in Notch-active islets (Figure 5A). Eight weeks after Dox withdrawal, islet sympathetic innervation was restored to normal (Supplemental Figure 7A), consistent with normalization of expression of Ephrin ligands (Supplemental Figure 7B). As a parallel test, we embedded dispersed islet cells from β-NICD and control islets in a Matrigel disk surrounding a dorsal root ganglia (DRG) explant (45). After several days, sympathetic neurite outgrowth from DRG reached the disk containing dispersed β cells but less so with Notch-active β cells (Supplemental Figure 8). These data support the effects of Notch in repulsion of sympathetic fibers, potentially mediated by Ephrin signaling.

We next assayed effects of Efna5 on islet morphogenesis using primary dispersed islet cells (Figure 5B). Ephrin ligands are membrane bound and activate cognate receptors in neighboring cells (Ephrin forward signaling). Soluble Ephrin ligands are inactive but can be activated with forced clustering with antibodies (46). We conjugated EFNA5-Fc (or Fc control) with anti-Fc IgG, then treated dispersed islet cells cultured in ultra-low-attachment wells to form “pseudoislet” aggregates that resemble the native islets (47). EFNA5-Fc did not change cell viability by trypan blue dye exclusion (not shown), but we observed a marked, dose-dependent reduction in pseudoislet formation with EFNA5-Fc (Figure 5C). The same concentrations of unconjugated EFNA5-Fc had no impact on pseudoislet formation (not shown). We also probed the effect of TGF-β in the same experimental paradigm and found no effect on pseudoislet formation (Supplemental Figure 8). We next assayed the adhesion of of dispersed β cells to surfaces coated with either clustered Fc or EFNA5-Fc. Random coating patterns were generated, which were visualized by the use of a fluorescence-conjugated antibody. While β cells showed no preference for coated/uncoated Fc regions, they strikingly avoided EFNA5-Fc (Figure 5D), which we quantitated using 2 image analysis algorithms (Supplemental Figure 10). Importantly, EFNA5 similarly impaired pseudoislet formation from dispersed donor human islet cells (Figure 6A). Likewise, human β cells avoided regions coated with EFNA5-Fc (Figure 6B).

### Increased EFNA5 expression in islets from human donors with type 2 diabetes.

These data suggested that altered Notch-induced Efna5 can affect islet morphogenesis, in both mouse and human islets. To interrogate endogenous Notch and Ephrin signaling in human β cells, we used single-cell RNA-Seq (scRNA-Seq) data obtained from nondiabetic and T2D islet donors (48). We transformed mRNA expression data into a protein activity matrix to build the islet-specific regulatory network (48), then inferred Notch and Ephrin protein activities using metaVIPER (49) in healthy β cells compared with T2D β cells. Using iterClust (50), we defined nondiabetic enriched β cells with strong INS/MAFA activity but no metabolic inflexibility markers as “healthy β cells” (Hβ cells) and T2D enriched β cells with increased α cell and metabolic inflexibility markers as “metabolically inflexible β cells” (MIβ cells) (Figure 7A and ref. 48). In MIβ cells, we observed higher Notch activity, as defined by the protein activity of its nuclear effector, recombination signal binding protein for immunoglobulin kappa J region (RBPJ), as compared with the Hβ population (Figure 7B). GSEA of Ephrin signaling components revealed a similar enrichment in MIβ as compared to Hβ cells (Figure 7C), leading to a higher EPH-Ephrin activity score (Figure 7D). We next plotted RBPJ activity and expression of Ephrin signaling components at the single-cell level, which showed striking and highly significant positive correlations (Figure 7E and Supplemental Figure 11A). Consistent with data from murine Notch-active islets, *EFNA5* was the most increased EPH-Ephrin–related gene in the MIβ population (Supplemental Figure 11B). We confirmed these observations by staining EFNA5 in the pancreata of organ donors with and without T2D. While EFNA5 expression was barely detected in nondiabetic controls, islets from patients with T2D showed altered islet morphology (Supplemental Figure 12A), as well as a striking increase in EFNA5 in β and non-β islet cells (Figure 7F and Supplemental Figure 12B).

## Discussion

Islets of Langerhans are architecturally patterned organs, embedded within the exocrine pancreas, with which they share common developmental origins. Islets have a unique, nonrandom, spatial configuration and cellular composition that partly differ between species (1–4). Processes governing cellular sorting within the islet are not clear, including how cell fate decisions are coordinated within the physical mechanisms that organize different cell types to form a complex 3D structure.

Our findings provide an important link between Notch, a master regulator of cell fate, and the architectural configuration of the islet. These studies benefited from the ability to dynamically activate (and inactivate) Notch activity at will, which allowed us to disentangle changes in islet architecture with other cellular processes (51–53). For example, islet architecture defects can often be traced to cell death or loss of identity (9–13). We observed normalization of β cell maturity when Notch activity was returned to baseline, in agreement with the capacity of β cells to recover their mature functional status after resolution of the provoking insult (54, 55). Islet architecture, however, remained disrupted, suggesting that islet ultrastructure may be less reparable. As Dox-off β-tetO-NICD mice showed impaired GSIS and glucose intolerance, we tentatively conclude that islet architecture is critical for β cell function, consistent with the well-established notion of the impact of β cell connectivity, companions, and niche for β cell electrical activity and secretory function (5, 6) and architectural defects seen in rodent models (14, 15), and in human T2D (16, 17). Nevertheless, despite apparent normalization of Notch activity, we cannot fully exclude the possibility that remnant Notch activity remains.

We considered the possibility that islet architecture defects are due to Notch-induced changes in cell maturity. However, we observed impaired β cell function regardless of when Notch activity was induced, whereas islet architecture defects were only observed when activation was induced perinatally or at weaning. To this latter point, since most pancreatic endocrine cells in mice are formed during the first 2 months of life (56), and these have a very long life span (57), we speculate that changes in Notch activity can alter islet architecture during this “morphogenetic window,” with potential lifelong consequences. This leads to the attractive hypothesis that *NOTCH2* polymorphisms associated with T2D in genome-wide association studies may have primary impact at this time, or even earlier during pancreas development (58, 59). Future studies are needed to test this possibility, as well as whether excess Notch activity may prove detrimental, by means of islet architecture disruption, in response to physiologic (pregnancy) or pathologic (obesity, pancreatitis) islet stressors.

We also observed lower sympathetic innervation in the Notch-active islet. Pancreas sympathetic innervation occurs after endocrine specification (45), a step dependent on derepression of Ngn3 by Notch (18). In the absence of sympathetic signals, embryonic pancreata from *Th^–/–^* embryos show elevated Notch signaling and impaired endocrine differentiation (60). This might reflect the existence of a feedback loop, in which sympathetic cues in the developing pancreas curtail Notch activity that in turn allow for further sympathetic innervation. In our model, normal innervation was recovered after normalization of the Notch signal. This highlights the plasticity of islet innervation and fits with current knowledge about dynamics of the process, as transplanted islets can be fully reinnervated within weeks (61).

Notch-Ephrin crosstalk is well documented (62) but primarily in developmental contexts (63–65). Our data showed high expression of Ephrin ligands, in particular Efna5, in developed Notch-active islets, wherein it mediates a repulsive effect on β cells. These data are consistent with the positive correlation between Notch activity and Ephrin signaling components in human β cells at the single-cell level, with a highly marked increase in the MIβ cell. Ephrin signaling has been previously characterized as an important pathway for islet cell communication. EphA receptor forward signaling inhibits insulin secretion, while Ephrin ligand reverse signaling has a stimulatory effect (39). A similar finding was reported for α cells, where EphA forward signaling is able to inhibit basal glucagon secretion (40), dependent on Ephrin ligand expression by β cells (66). This context makes increased EFNA5 in islets from patients with T2D islets very intriguing. We hypothesize that high EFNA5 may be an adaptive response to limit glucagon secretion, since islets from these patients show a markedly altered structure with a higher number of α cells. Although we find that EFNA5 impairs human pseudoislet formation, the contribution of ephrins from β and other islet cells to islet destructuring and secretory dysfunction in human T2D is not yet clear and will require further investigation. But, as inhibition of Ephrin receptors with the use of small chemicals has been shown to potentiate insulin secretion in both mouse and human islets (67), this may represent a novel pharmacologic strategy to ameliorate β cell dysfunction.

In sum, we describe a potentially novel role of Notch to disrupt islet architecture, but only when the Notch signal was applied to the islet morphogenetic window in early life, due to altered Ephrin signaling. While Notch effects on β cell maturity were reversible, repercussions on architecture persisted. We note the potential of Notch inhibition to improve islet function (20, 68), but this may prove problematic due to potential homeostatic effects in other tissues (69). Nevertheless, understanding how Notch/Ephrin signaling determines islet architecture may have broader therapeutic implications. For instance, stem cell–derived “islet-like” clusters may benefit from Ephrin signaling tuning to allow better cohesion or the integration of nonendocrine supporting cells. Of equal importance, our results may provide impetus for renewed investigation of mechanisms by which islet cytoarchitecture is determined and maintained, an important facet of β cell biology.

## Methods

### Animals.

*RIP-Cre: Tg(Ins2-cre)23Herr* (70); *Gt(ROSA)26Sor^tm1(rtTA,EGFP)Nagy^* (71); and Tg(tetO-Notch1*)1Dam (72) mouse lines were maintained on a mixed background (C57BL/6J, 129X1/SvJ, BALB/c). *R26-NICD: Gt(ROSA)26Sor^tm1(Notch1)Dam^* (18) mice were maintained on a C57BL/6J background. Mouse lines were obtained from The Jackson Laboratory, with the exception of Tg(tetO-Notch1*)1Dam, provided by Ben Stanger (University of Pennsylvania, Philadelphia, Pennsylvania, USA). Mice were weaned and maintained on standard chow (Purina Mills no. 5053), and 1 mg/mL doxycycline (Alfa Aesar) was provided in drinking water. Males and females were used for experiments. Islets from males were used for gene expression experiments. Islets from male and female mice were used without distinction for all ex vivo experiments.

### Antibodies and chemicals.

We used antibodies against insulin (IR002) and somatostatin (A0566) from Dako, Agilent; Acta2 (ab5694), Adgre1 (ab6640), GFP (ab6673), and Mafa (ab26405) from Abcam; Hes1 (sc-25392) and endomucin (sc-65495) from Santa Cruz Biotechnology; Cdh1 (#3195), glucagon (#2760), and vimentin (#5741) from Cell Signaling Technology; Epcam (g8.8) from Developmental Studies Hybridoma Bank; TH (AB152) from MilliporeSigma; desmin (RB-9014-P) from Thermo Fisher Scientific; and Efna5 (AF3743), recombinant human EFNA5-Fc chimera (374-EA), and recombinant mouse TGF-β1 (7666-MB) from R&D Systems, Bio-Techne. Human IgG Fc fragment (009-000-008) and anti–Fc–Alexa Fluor 488 (709-545-098) were from Jackson ImmunoResearch.

### Glucose tolerance tests and GSIS.

Glucose tolerance tests were performed after 2 g/kg body weight intraperitoneal injection. For in vivo GSIS, an oral glucose challenge of 3 g/kg body weight was used. Ex vivo GSIS on isolated islets was performed as previously described (20). Insulin was detected by ELISA (Mercodia).

### Immunostaining, confocal microscopy, and image analysis.

Pancreata fixed in 4% paraformaldehyde (PFA) were processed as previously described (20). Pancreas sections from humans used in this study were previously described (73). Confocal imaging was performed with an Axio Observer Z1 with LSM 710 scanning module (Zeiss). Imaging was performed in a single confocal microscopy session for each experiment. For each session, the photomultiplier voltage settings (below 600 V) and laser transmission (≤2%) for each fluorophore were determined to maximize the dynamic range of the signal. Controls were used for each experiment to confirm specific signals. All images were obtained in a 1024 × 1024 pixel format. For microscope operation and image gathering, ZEN (Zeiss) software was used. Fluorescence intensity of nuclear signals (Mafa/Hes1) was determined with the open-source Fiji software (https://imagej.net/software/fiji/), as previously described (20). Morphometric analyses were performed with Fiji using the thresholding function to measure areas.

### Islet isolation and culture and human islet studies.

Islets were isolated by collagenase P (Roche Applied Science) digestion of whole pancreata followed by Histopaque density gradient centrifugation as described (74). When required, islets were maintained ex vivo in islet media (5.5 mM glucose RPMI 1640 supplemented with 10% FBS and 1% penicillin-streptomycin, all from Gibco, Thermo Fisher Scientific). For islet dispersion experiments, isolated islets were incubated overnight and dissociated with trypsin (Gibco, Thermo Fisher Scientific). Dispersed cells were cultured in islet medium. Human islets from a single nondiabetic donor were obtained through the Integrated Islet Distribution Program. Islets were cultured in PIM(S) media supplemented with 5% human serum (Prodo). After arrival at our institution, the islets were cultured overnight, and 3 independent experiments were performed in the next 3 days using approximately 400 IEQ/experiment. For pseudoislet formation assays, dispersed mouse or human cells were seeded in ultra-low-attachment 96-well plates (Nunclon Sphera, Thermo Fisher Scientific) at a density of 2000 cells/well. After 4 days, images were taken with an Axiovert 25 inverted microscope (Zeiss) and analyzed to determine islet dispersion with the Spatial Statistics plugin (75) for Fiji on watershed binary images. The cumulative density function of the distances between each cell to any other was obtained for every image, and area under the curve was normalized and annotated as “dispersion degree.” Representative pictures shown for all experiments have quantified values approximated to the final average.

### Neurite–β cell contact assay.

We followed an experimental procedure previously described (45) but adapted to developed β cells. In brief, DRG from 4-week-old mice were harvested and incubated in ice-cold Hanks balanced salt solution (HBSS). Each dorsal root ganglion was embedded in a 2 μL Matrigel drop in the center of a collagen-coated well of a 4-well dish. Matrigel drops were allowed to polymerize at 37°C. In parallel, islets isolated from β-NICD or control mice were dispersed into single cells. Cell suspensions were diluted 1:1 with Matrigel and placed around the drop containing the DRG. After polymerization, wells were filled with islet medium supplemented with 100 ng/mL NGF (Thermo Fisher Scientific, 11050-HNAC), and medium was replaced every other day. After 7 days, cells were fixed with 4% PFA, permeabilized with 0.1% Triton X-100, and stained with antibodies against insulin and Tubb3. *Z*-stacks of confocal images were collected. Only the region reached by outgrowing neurites was considered for quantification, and the percentage of β cells contacting neurites was determined. 3D reconstructions were obtained with Imaris Viewer.

### RNA-Seq, differential gene expression, and enrichment analyses.

Library construction and RNA-Seq were performed by Macrogen. Islets from 4 controls (*Cre^+^ Rosa26-rtTA^+^ tetO-NICD^–^*) and 4 β-tetO-NICD (*Cre^+^ Rosa26-rtTA^+^ tetO-NICD^+^*) after 8 weeks of Dox exposure were used. Raw counts were pseudoaligned to the mouse transcriptome (GRCm38) by Kallisto (76) and gene count tables generated. Differential gene expression analyses were performed with *limma*, implemented in the BioJupies application (77). Enrichment analyses were performed with Enrichr (78). STRING analysis was performed using the open-source Cytoscape application (https://cytoscape.org). Networks built from differentially expressed genes were filtered by only considering nodes with high connection degree and immediate neighbors. Enrichment analyses were performed with these genes (79, 80). GSEA to compare β-Robo1/2dKO (34) and β-tetO-NICD mice was performed by using the GSEA-Preranked tool of the GSEA software (http://gsea-msigdb.org). The Ephrin gene set can be found at https://reactome.org/content/detail/R-HSA-3928664 (identifier R-HSA-3928664). Default parameters were used for running GSEA. For absolute quantitation of transcripts, PCR products were gel-purified and cloned into pCR4-TOPO vectors (Thermo Fisher Scientific). A standard curve with defined number of copies per each gene was run in parallel to cDNA samples to determine copy number. *Ppia* was used as the invariant control.

### Regulatory networks and transcriptional regulator activity analysis.

Islet-specific regulatory networks were reverse-engineered by ARACNe (81) on an individual patient basis. ARACNe was run with 200 bootstrap iterations using 1813 transcription factors (genes annotated in Gene Ontology molecular function database, as GO:0003700, transcription factor activity; or as GO:0003677, DNA binding, and GO:0030528, transcription regulator activity; or as GO:00034677 and GO:0045449, regulation of transcription), 969 transcriptional cofactors (a manually curated list, not overlapping with the transcription factor list, built upon genes annotated as GO:0003712, transcription cofactor activity, or GO:0030528 or GO:0045449), and 3370 signaling pathway–related genes (annotated in GO Biological Process database as GO:0007165, signal transduction, and in GO cellular component database as GO:0005622, intracellular, or GO:0005886, plasma membrane). Parameters were set to 0 data processing inequality tolerance and mutual information *P* value (using mutual information computed by permuting the original data set as null model) threshold of 1 × 10^–^^8^. Protein activity profiles were then generated by metaVIPER by integrating across all 11 donor-specific regulatory networks (49). Dimension reduction and clustering analysis were performed as previously reported (48), focused on Hβ and MIβ cells, defined by clusters MI-1 and MI+2, respectively (48).

### Ephrin ligand clustering and β cell adhesion to EFNA5-coated surfaces.

Ligands were clustered as described (82). In brief, Fc or EFNA5-Fc was mixed at a 1:5 molar ratio with Alexa Fluor 488–anti–human Fc IgG, followed by 2 hours of gentle agitation at room temperature. Clusters were used in pseudoislet formation and cell adhesion assays. For cell adhesion, round coverslips were washed in KOH/ethanol (EtOH) solution, followed by functionalization in 5% (3-glycidyloxypropyl) trimethoxysilane in EtOH and 0.01% poly-l-ornithine coating (MilliporeSigma). After washing and air-dying the coverslips, 1.35 μM Fc or EFNA5-Fc cluster drops were applied to the surface and placed in the incubator for 2 hours. Coverslips were carefully washed with HBSS and further coated with laminin 50 μg/mL in HBSS for 1 hour. Dispersed mouse islet cells were seeded in complete islet medium, or in PIM(S) in the case of human islet cells. Cells were fixed after 96 hours, then stained with anti-insulin antibodies. The percentage of β cells colocalizing with Alexa Fluor 488–IgG was calculated and normalized to total Alexa Fluor 488^+^ area.

### Data availability.

RNA-Seq data of β-tetO-NICD islets have been deposited in National Center for Biotechnology Information’s Gene Expression Omnibus (GEO) database (GSE193888). scRNA-Seq data of human islets are also available in GEO under the accession number GSE98887.

### Statistics.

Results are shown as mean ± SEM. Differences between 2 groups were calculated using a 2-sided Student’s *t* test. Differences between multiple groups and a control were calculated by 1-way ANOVA followed by Dunnett’s multiple-comparison post hoc test. A *P* value of less than 0.05 was considered statistically significant.

### Study approval.

The Columbia University Institutional Animal Care and Use Committee approved all animal procedures. Human islets were harvested from deceased donors without any identifying information. Written informed consent and IRB approval were obtained at islet isolation centers.

## Author contributions

AB conducted experiments and contributed to the experimental design, discussion, and writing of the manuscript. NS, JY, and CZ conducted experiments and contributed to the review and editing of the manuscript. JS and HD performed the human islet experiments and analyzed the data. UBP, DA, and AC oversaw research and contributed to the experimental design, discussion, and writing of the manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
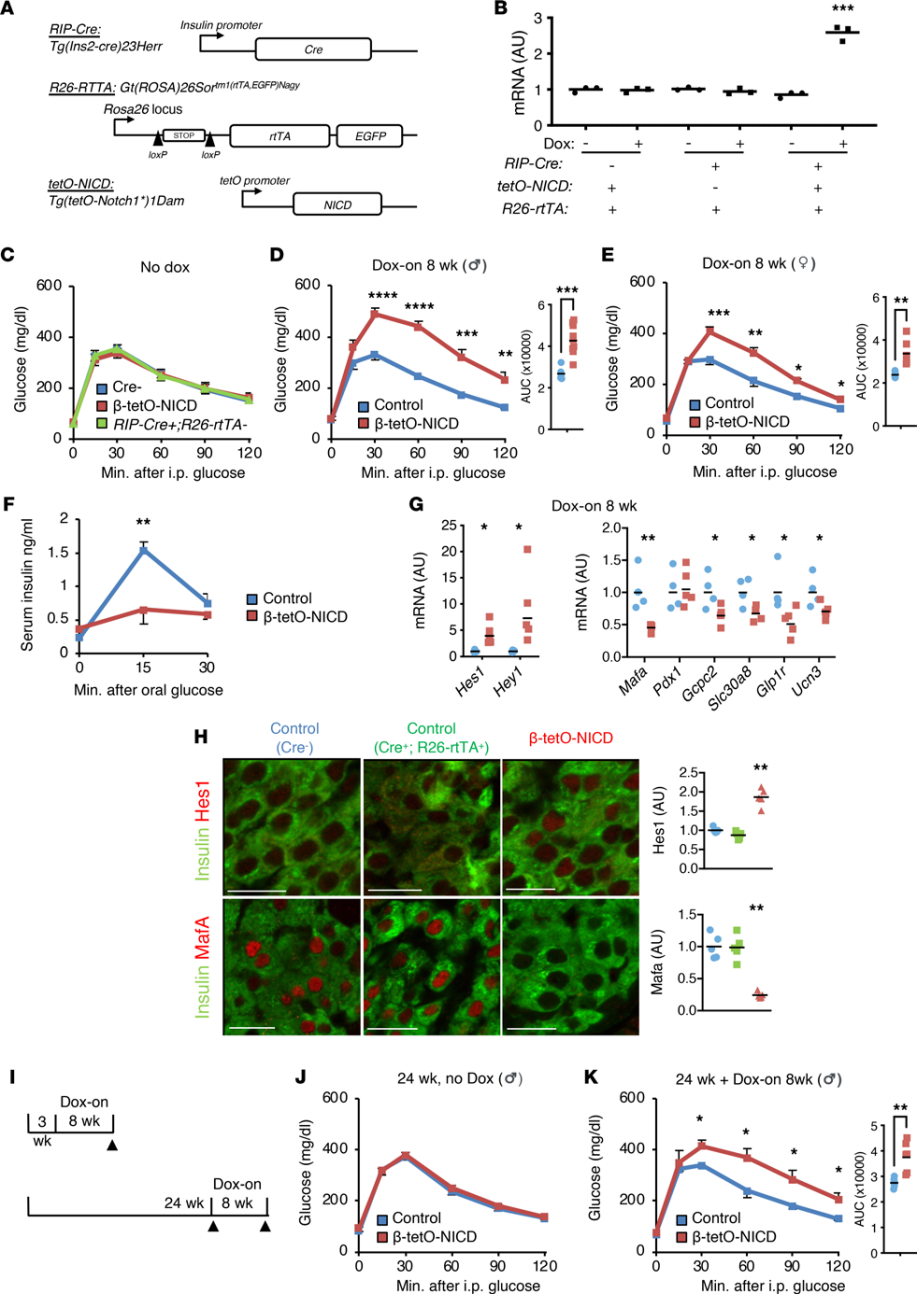
β Cell Notch activation induces glucose intolerance and loss of β cell maturity. (**A**) Generation of β-tetO-NICD mice. (**B**) *Hes1* expression in islets that were cultured overnight in the presence or absence of 1 μg/mL doxycycline (Dox). *n* = 3 mice per genotype. (**C**) Glucose tolerance test (GTT) in 8-week-old *Cre^–^*, β-tetO-NICD, and *Cre^+^ Rosa26-rtTA^–^* mice, prior to Dox exposure (*n* = 6–7 mice/group). AUC, area under the curve (mg × dL/min). (**D**) GTT in male and (**E**) female β-tetO-NICD and *Cre*^–^ controls after 8 weeks’ Dox (*n* = 7–9 mice/group). (**F**) Serum insulin after oral glucose challenge in male β-tetO-NICD and *Cre*^–^ controls, after 8 weeks’ Dox (*n* = 5 mice/group). (**G**) Gene expression in islets isolated from β-tetO-NICD and *Cre^–^* mice after 8 weeks’ Dox. Notch targets (left) and β cell maturity genes (right) (*n* = 4–5 mice/group). (**H**) Representative images of pancreatic sections from *Cre^–^* and *Cre^+^ Rosa26-rtTA^+^ tetO-NICD^–^* control and β-tetO-NICD mice after 8 weeks’ Dox, with antibodies directed against Hes1 (top) or Mafa (bottom) and insulin, with quantitation of β cell nuclear Hes1 and Mafa fluorescence intensity (*n* = 5 mice/group). Scale bars: 20 μm. (**I**) Experimental schematic used in Dox-on at weaning (top) or in older mice (bottom). (**J** and **K**) GTT in 24-week-old control and β-tetO-NICD males prior to (**J**) or after (**K**) Dox (*n* = 5–6 mice/group). All data are shown with group means ± SEM; *, *P* < 0.05, **, *P* < 0.01, ***, *P* < 0.001, ****, *P* < 0.0001 by 2-tailed *t* test.

**Figure 2:**
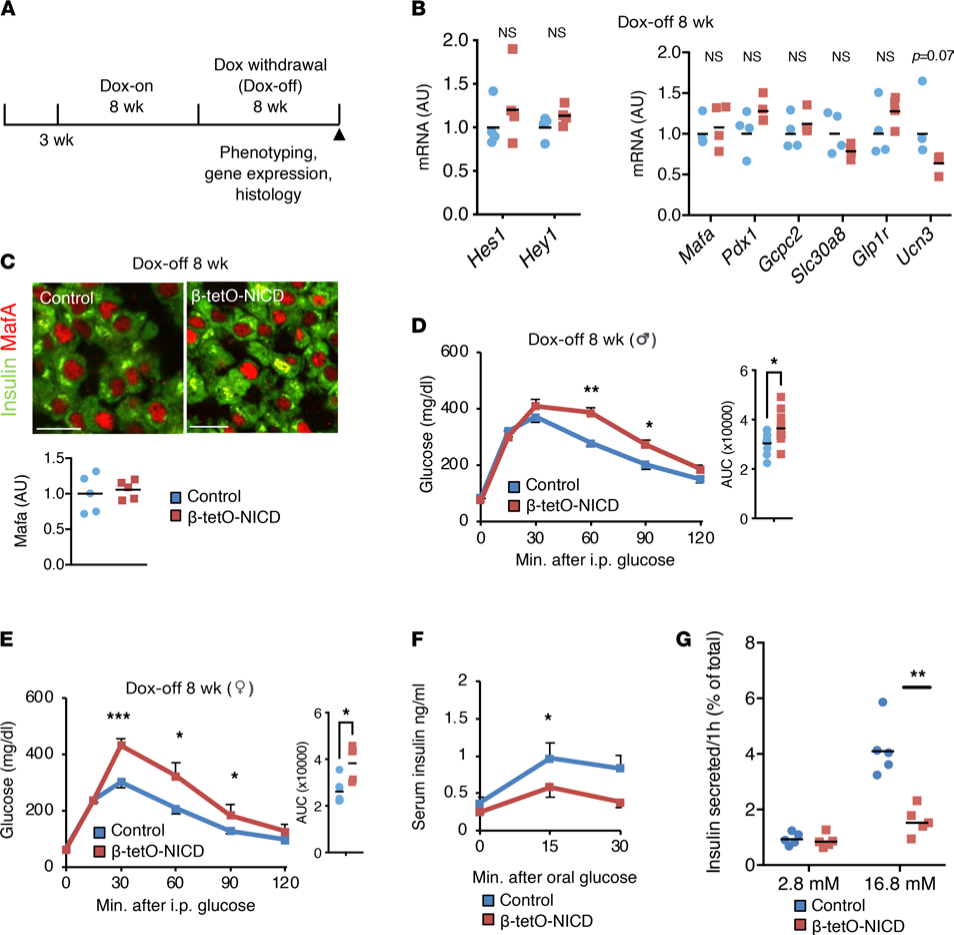
Notch-induced glucose intolerance is only partially reversible. (**A**) Experimental schematic used for Dox withdrawal (Dox-off). (**B**) Notch target (left) and β cell maturity gene (right) expression in islets isolated from 8 weeks’ Dox-off β-tetO-NICD and *Cre^–^* mice (*n* = 4 mice/group). (**C**) Representative images of pancreatic sections from 8 weeks’ Dox-off β-tetO-NICD and *Cre^–^* mice, with quantitation of β cell nuclear Mafa fluorescence intensity (*n* = 5 mice/group). Scale bars: 20 μm. (**D**) GTT in male and (**E**) female Dox-off β-tetO-NICD and *Cre^–^* controls (*n* = 7–9 mice/group). AUC, area under the curve (mg × dL/min). (**F**) Serum insulin after oral glucose challenge in Dox-off β-tetO-NICD and *Cre^–^* controls (*n* = 5 mice/group). (**G**) Glucose-stimulated insulin secretion (GSIS) in islets isolated from Dox-off β-tetO-NICD and *Cre^–^* mice, adjusted for islet insulin content (*n* = 5 mice/group). All data are shown with group means; *, *P* < 0.05, **, *P* < 0.01, ***, *P* < 0.001 by 2-tailed *t* test.

**Figure 3:**
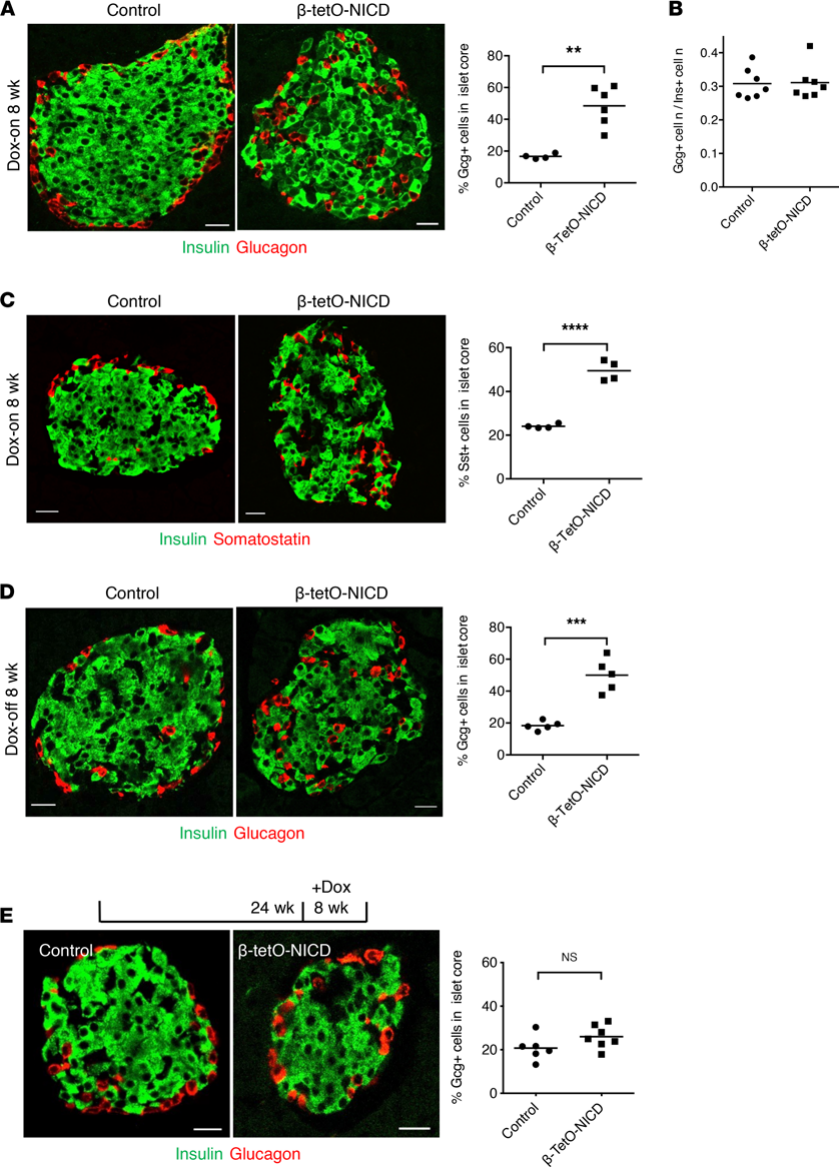
Disrupted islet cytoarchitecture in β-tetO-NICD mice. (**A**) Representative images of pancreatic sections from β-tetO-NICD and *Cre^–^* controls after 8 weeks’ Dox, with quantification of the percentage of glucagon^+^ (Gcg+) cells in the islet core (*n* = 4–6 mice/group). (**B**) Ratio of Gcg^+^ to insulin^+^ (Ins+) cells in β-tetO-NICD and Cre^–^ controls after 8 weeks’ Dox (*n* = 7 mice/group). (**C**) Representative images of pancreatic sections from β-tetO-NICD and *Cre^–^* controls after 8 weeks’ Dox, with quantification of the percentage of Somatostatin^+^ (Sst+) cells in the islet core (*n* = 4 mice/group). (**D**) Representative images of pancreatic sections from Dox-off β-tetO-NICD and *Cre^–^* controls, with quantification of Gcg^+^ cells in the islet core (*n* = 5 mice/group). (**E**) Representative images of pancreatic sections with quantification of Gcg^+^ cells in the islet core in 24-week-old β-tetO-NICD and *Cre^–^* controls after 8 weeks’ Dox (*n* = 6–7 mice/group). Scale bars: 20 μm. All data are shown with group means; **, *P* < 0.01, ***, *P* < 0.001, ****, *P* < 0.0001 by 2-tailed *t* test.

**Figure 4:**
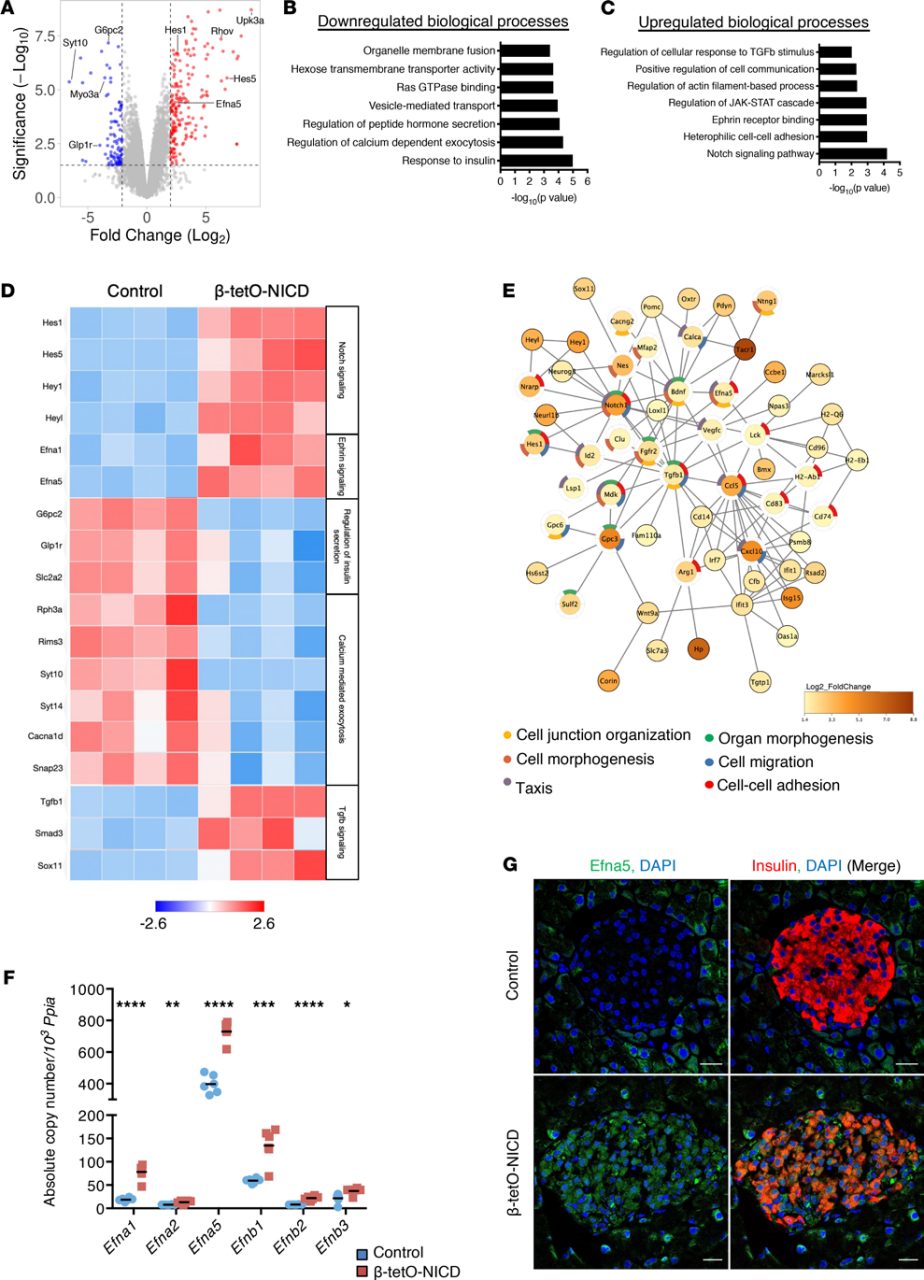
RNA-Seq of β-tetO-NICD islets reveals potential morphogenetic effectors. (**A**) Volcano plot showing differentially expressed genes (DEGs, adjusted *P* < 0.05) in islets from β-tetO-NICD and Cre^+^ controls after 8 weeks’ Dox. (**B**) Downregulated and (**C**) upregulated biological processes in β-tetO-NICD islets, after Gene Ontology enrichment analysis using Enrichr. (**D**) Heatmap of representative DEGs across samples, with log_2_-normalized gene expression value shown. Efna5, Ephrin A5. (**E**) STRING network analysis of upregulated DEGs in β-tetO-NICD islets showing enrichment analysis of processes associated with the network, highlighting processes associated with tissue morphogenesis. (**F**) Absolute quantitation, relative to invariant control *Ppia*, of genes encoding Ephrin ligands in islets isolated from β-tetO-NICD and control mice after 8 weeks’ Dox (*n* = 5–6 mice/group). (**G**) Representative images of pancreatic sections stained with antibodies against Efna5 and insulin from β-tetO-NICD and Cre^–^ controls after 8 weeks’ Dox. Scale bars: 20 μm. All data are shown with group means; *, *P* < 0.05, **, *P* < 0.01, ***, *P* < 0.001, ****, *P* < 0.0001 by 2-tailed *t* test.

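Among DEGs with a log2 fold change beyond 2 in either direction, 172 genes were higher and 48 lower in β-tetO-NICD islets. With genes limited to those having at least 10 counts in every library, 96 were higher.

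The authors' deposited table of this comparison, made with limma, lists fewer genes than were tested here, and 1070 of them have an adjusted p under 0.05, 638 of them higher and 432 lower. Of those 1070 genes, 978 were also DEGs by edgeR, all with the same sign, while 42 were DEGs by edgeR only and 92 in the authors' deposited table only. With limma-voom and edgeR's filterByExpr function, which kept exactly the genes of that table, 1082 genes passed and 1033 of them were shared with the authors' deposited table. The largest difference in log2 fold change between that fit and the authors' deposited table was 0.129.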

**Figure 5:**
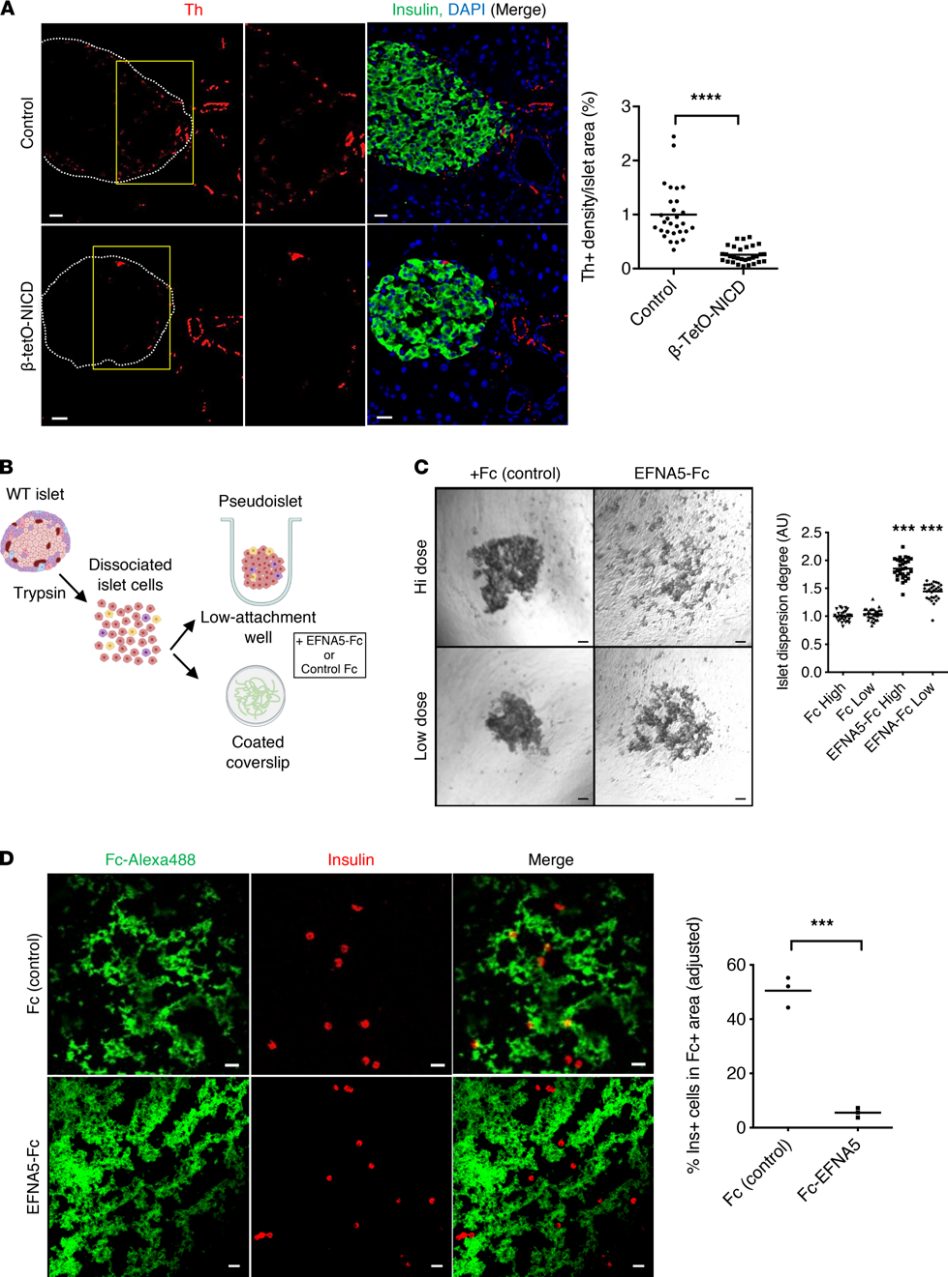
Repulsive effects of EFNA5 on mouse β cells. (**A**) Representative images and morphometric analysis of Th-positive area in β-tetO-NICD and *Cre*^–^ controls after 8 weeks’ Dox. Individual islets from at least 5 mice/group are plotted. (**B**) Experimental workflow for pseudoislet formation and cell repulsion assays. Islets were dissociated into single cells that were incubated in ultra-low-attachment wells for pseudoislet formation, or applied to coated coverslips for adhesion assays, in the presence of EFNA5-Fc chimera or Fc control. (**C**) Representative images and quantitation of pseudoislet formation of dispersed islet cells after 4-day exposure to EFNA5-Fc or Fc control, at high (55 nM) or low (13.75 mM) dose. Data pooled from 3 independent experiments. (**D**) Representative images and quantitation of β cells in EFNA5-Fc–coated condition (normalized to Fc control). Data shown as average of 3 independent experiments. Scale bars: 20 μm. All data are shown with group means; ***, *P* < 0.001, ****, *P* < 0.0001 by 2-tailed *t* test.

**Figure 6:**
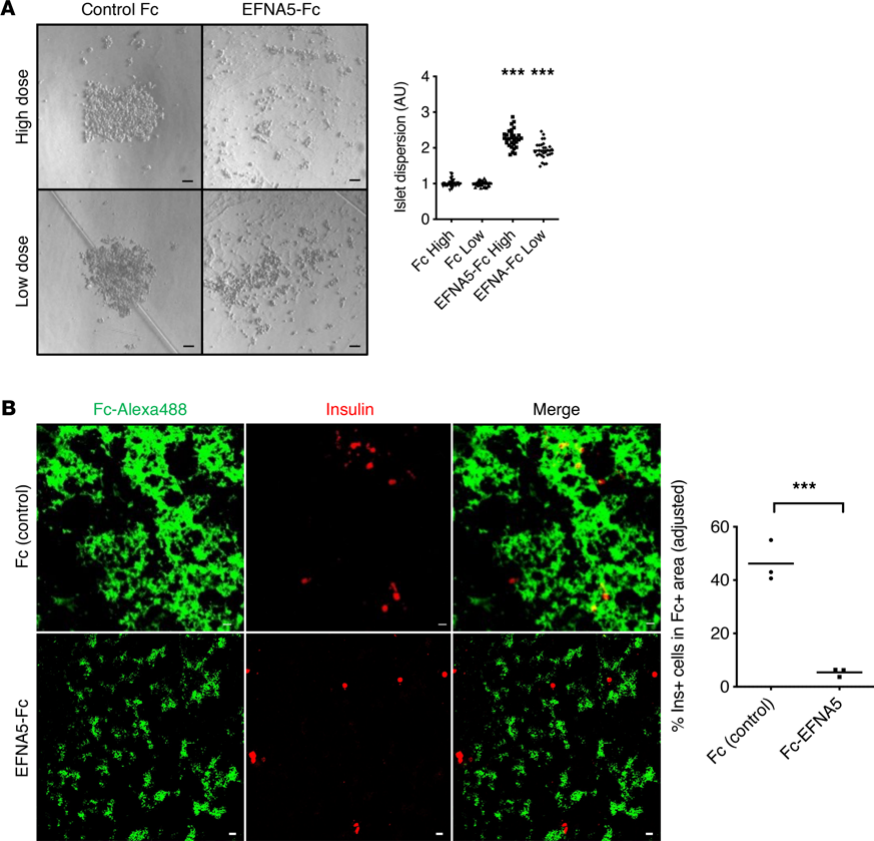
Repulsive effects of EFNA5 in human islets. (**A**) Representative images and quantitation of pseudoislet formation of dispersed cells from human nondiabetic donor islets, after 4-day exposure to EFNA5-Fc or Fc control, at high (55 nM) or low (13.75 mM) dose. Data pooled from 3 independent experiments. (**B**) Representative images and quantitation of human β cells in EFNA5-Fc–coated condition (normalized to Fc control). Data shown as average of 3 independent experiments. Scale bars: 20 μm. All data are shown with group means; ***, *P* < 0.001 by 2-tailed *t* test.

**Figure 7:**
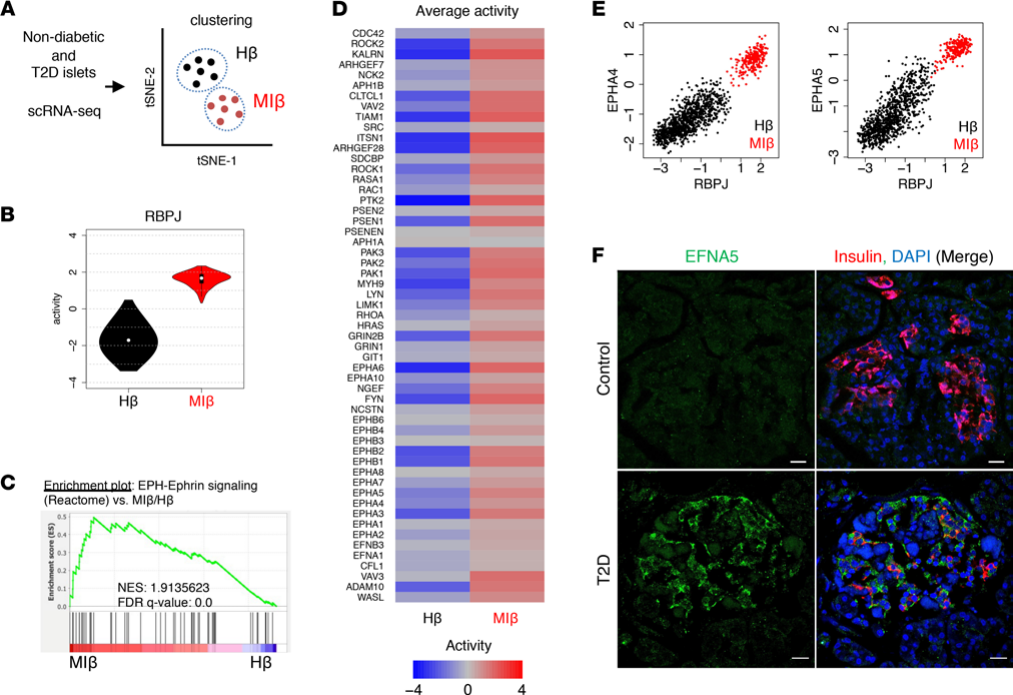
Increased Notch and Ephrin signaling in metabolically inflexible human β cells. (**A**) scRNA-Seq of islets from nondiabetic and T2D patients, with β cells subclustered by metabolic pathways to define healthy (Hβ) and metabolically inflexible (MIβ) as per a previous report (48). tSNE, t-distributed stochastic neighbor embedding. (**B**) Violin plots of RBPJ activity in Hβ and MIβ cell populations. (**C**) GSEA of EPH-Ephrin signaling in DEGs of MIβ versus Hβ populations. NES, normalized enrichment score. (**D**) Average activity of EPH-Ephrin signaling components in Hβ and MIβ populations. (**E**) RBPJ activity as compared with EPH-Ephrin signaling components, with each dot representing a single Hβ (black) and MIβ (red) cell. Extended figure with all EPH-Ephrin signaling components and Pearson’s *r* values in Supplemental Figure 11A. (**F**) Representative images of pancreatic sections stained with antibodies against EFNA5 and insulin from nondiabetic and T2D patients. Extended figure with additional staining in Supplemental Figure 12B. Scale bars: 20 μm.

How the deposited data were processed for this re-analysis (not part of the article)

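RNA was sequenced from islets of 4 control and 4 β-tetO-NICD mice after 8 weeks of Dox. The authors made stranded poly(A) libraries, pseudoaligned the reads to the mouse transcriptome (GRCm38) with Kallisto and summed them per gene symbol. The deposited count table holds whole-number counts that were not normalized. The paper's text does not name the Kallisto version, the annotation release or how estimated counts were made whole. The authors also deposited a table of their own comparison, computed with limma through the BioJupies application. Its columns hold log2 fold changes and mean log2 expression as the authors computed them, p values and adjusted p values from the authors' limma fit, the authors' −log10 of the p value, and 2 further statistics, moderated t and log odds, which the authors give as scores. The authors' deposited comparison was used only beside the values computed from the counts, and its −log10 and score columns were not used for any test.

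Each column of the count table was assigned by its name. Controls 1 to 4 and β-tetO-NICD libraries 1 and 2 match the labels of single mice. The remaining columns, numbered 4 and 5, match the β-tetO-NICD group, whose mice are labelled 1 to 4, and were used as replicates without a number of their own. No other column of per-sample values was present. Chi-square comparison of every pair of libraries within a group, over genes with at least 20 counts, gave at least 32.0 per gene, so no 2 libraries were treated as one.

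Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with at least 10 counts in at least 4 of the 8 libraries were kept, library sizes were normalized by TMM, and the groups were compared with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest with default settings, no covariate). An adjusted p under 0.05 by the Benjamini-Hochberg method was the threshold. Adjusted p values in the text come from this test unless another is named. A fold change against a group whose libraries all had 3 counts or fewer was computed against that floor and is given as a lower bound. Marker scores are the mean log2 CPM, with a prior count of 2, of lists of genes for cell types and gene families, and were compared by exact two-sided permutation tests over the 70 arrangements of 4 libraries against 4. Named genes were those labelled in Figure 1G and Figure 4, those the results text names, all Ephrin and Eph genes, the members of the marker lists, and the 5 genes with the highest and the 5 with the lowest log2 fold change among DEGs with a mean of at least 50 normalized counts and no overlap between the groups. Lengths and coordinates were taken from GENCODE M21, and 97.2% of the tested genes matched a symbol in it.

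Totals between 21701223 and 26413146 counts per library place genes of a few CPM well above the floor, where counting error is small beside the differences between mice. Genes at or under 3 counts in a whole group have no upper limit on their fold change.

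The alternatives tried were DESeq2 1.42.0 with its Wald test, limma-voom (limma 3.58.1), other normalizations (median-ratio and upper-quartile), other filters on low counts, removal of the 10 genes with the most counts, an acinar marker score as a covariate, the replicate number as a block, and leaving out each library in turn. Offsets for transcript length, a covariate for Eif2s3y, the Y-linked gene, and a fit of the 5 libraries without Eif2s3y counts were also tried. The replicate numbers used for the block come from the labels of the mice, and only numbers 1 and 2 are settled for both a control and a β-tetO-NICD column.

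The fits were first tested on simulated counts drawn from the real means and library sizes with 200 changed genes. Each setting was drawn a single time, with dispersions estimated by edgeR, and limma-voom and DESeq2 were not run with the length trend. Of these genes, edgeR's test recovered 62.5% and 3.10% of its calls were false, limma-voom recovered 60.5% with 1.63% false, and DESeq2 recovered 82.5% with 15.4% false, among 14913 tested genes. With a length trend added to the simulated libraries, edgeR recovered 54% with 4.42% false, and with the length offset 57.5% with 4.96% false, among 14951 tested genes.

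Gene set enrichment against islets lacking Robo1 and Robo2, Gene Ontology enrichment and STRING networks need gene lists not used here and were not repeated.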

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

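The comparisons of Upk3a with Hp and with other genes were chosen only after the values in control 3 were seen. In 160 groups of 4 libraries, the gap between the most extreme library and its neighbor was compared with the range of the group, and 13 groups exceeded the critical value of Dixon's test at 0.05, where chance gives about 8. Control 3 stood apart in 5 of the 13, control 1 in 4, β-tetO-NICD library 1 in 2, and control 4 and β-tetO-NICD library 5 in 1 each.

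Control 3 had the highest Upk3a among controls (gap 0.956 of the range, 86 counts against 25 to 27), the highest Hp (gap 0.847, 26 counts against 1 or 2) and the highest Bdnf (gap 0.831, 56 counts against 18 to 21). It had the lowest Robo2 (gap 0.942) and the lowest correlation of expression with transcript length (gap 0.882). Upk3a and Hp are much higher in β-tetO-NICD islets, so RNA carried over from those libraries was one explanation to test. The excess in control 3 was 0.301% of the β-tetO-NICD mean for Upk3a and 5.26% for Hp, a ratio of 17.5, where a carried-over share would be alike for both. It was 0.418% for Tacr1, 1.44% for Hey1 and 0.0743% for Hes5. Carry-over at the share of Upk3a therefore does not account for Hp, but it may account for Upk3a. The pooled excess of Hes5, Tacr1, Dio2 and Lmntd1 in control 3 was 0.78 times the share of Upk3a, but control 4, without a high Upk3a, had 17 counts of these 4 genes against 16 in control 3, so this cannot settle it. The annotated Robo2 transcript is 8591 bases long, and its low value could reflect the length trend of control 3, whose correlation of expression against the other 3 controls with length was −0.541. That trend was not tested for Robo2 alone, and no biological explanation was tested, since the controls share one condition.

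Control 1 had the highest acinar share of counts (gap 0.987, 14.1% against 7.89% to 7.97%), the highest acinar score (gap 0.951), the lowest macrophage score (gap 0.844) and the lowest Fbxw24 (gap 0.880). More acinar RNA in that preparation is a candidate explanation of the first 2, which are measures of the same genes. With the acinar score as a covariate, 762 of the 1020 DEGs stayed DEGs with the same sign, so acinar RNA does not account for most of the calls. The log2 fold change of Fbxw24 was −3.74 with that covariate and −3.84 without it.

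β-tetO-NICD library 1 had the highest Slc30a8 of its group (gap 0.857) and the highest correlation of expression with transcript length (gap 0.833). A mislabelled control was tested with Notch1, and this library's count of 21219 lies outside the range of the controls, which reach 1562. β-tetO-NICD library 5 had the lowest score of the β cell dedifferentiation genes in its group (gap 0.849, 2.57 against 3.09 to 3.18), for which no cause was tested. Control 4 had the lowest Hes5 among controls (gap 0.882), which rests on 0 against 1 count and cannot be told apart from counting error.

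Some signals lie in genes the paper does not discuss. The interferon response score, the mean of 18 genes, was higher by 0.87 in β-tetO-NICD islets (exact permutation p = 0.029, the smallest possible, and 0.0667 after Benjamini-Hochberg adjustment over 14 marker lists, so it fails the correction). No score can have a smaller exact p with 4 libraries against 4, so this failure cannot be told apart from a limit of the design. All 4 β-tetO-NICD libraries lay above the highest control, and 17 of the 18 genes were higher, 6 of them DEGs. The difference was 0.83 after correction for transcript length and at least 0.68 with any 1 library left out, so neither accounts for it alone. It was 0.86 after adjustment for the macrophage score, which with 8 libraries does not exclude RNA from macrophages. Relative to Ppia it was 0.39 (exact permutation p = 0.143), but the level of Ppia itself ran with the length trend. With 1 library left out, the exact permutation p was 0.0571 in 4 of 8 comparisons. Interferon signaling in Notch-active islets may be one source and RNA from immune cells another, and these could not be told apart. T cell genes (difference 0.90, 4 of 4 libraries above the controls) and B cell genes (difference 1.19, 4 of 4) had the same exact p = 0.029 and adjusted p = 0.0667. After correction for length these differences were 0.69 and 0.83, and the lowest B cell difference with 1 library left out was 0.73. The T cell difference had an exact permutation p above 0.05 in 7 of the 8 comparisons that left out 1 library, and the B cell difference in 5. With 3 libraries against 4, the two-sided p can exceed 0.05 even when the groups do not overlap. These counts, and that of the interferon score, therefore cannot tell whether the differences rest on 1 library.

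The macrophage score was higher by 0.21 (exact permutation p = 0.029, adjusted p = 0.0667, 4 of 4 libraries above the controls). After correction for transcript length its difference was −0.020 (exact permutation p = 0.80), so the length trend remains as an explanation of it. By staining, the paper reports unchanged macrophages in these islets.

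The α cell score, over 5 genes, was higher by 1.13 (exact permutation p = 0.029, adjusted p = 0.0667), with 4 of 4 β-tetO-NICD libraries above the controls. It was 0.97 after correction for length and 1.13 when Ins1, Ins2 and Iapp were left out of the library totals. TMM normalization leaves that value nearly fixed, so it does not tell whether a smaller share of insulin reads played a part. Relative to Ppia, whose level ran with the length trend, it was 0.64 (exact permutation p = 0.0571). With 1 library left out, the exact permutation p was 0.0571 in 4 of 8 comparisons. As for the T cell score, such a p with 1 library left out can arise without overlap between the groups. A larger share of α cells, or more α cell transcripts per cell, might give this value, and bulk islet RNA cannot tell them apart. By cell counts in tissue sections, the paper reports an unchanged ratio of β to α cells (Figure 3B).

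Dio2 had 319 to 622 counts in β-tetO-NICD libraries and 0 to 6 in controls, a log2 fold change of 7.49, and Lmntd1 was at least 107-fold higher, with 232 to 582 counts against 0 to 3. With the transcript length offset the log2 fold change of Dio2 was 7.78. Both genes could be tested in only the 4 fits that left out a control, and passed the threshold in those 4. A response of these genes to Notch may be a hypothesis to test, and reads shared with other transcripts were not examined.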

How the results depend on the processing

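The alternatives in test, normalization, filters, covariate, block and libraries left out were chosen before the data were examined. The offsets and score corrections for transcript length, the Eif2s3y covariate and the fit of the 5 libraries without Eif2s3y counts were chosen after seeing the values.

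The number of DEGs stayed within 1.5 times 1020 under 9 of the 10 alternatives with all 8 libraries chosen beforehand, between 885 with the acinar covariate and 1158 with upper-quartile normalization. DESeq2's Wald test gave 2739 DEGs, 1495 higher and 1244 lower, and contained all 1020. In the simulated counts with 200 changed genes, 15.4% of DESeq2's calls were false, against 3.10% for edgeR's. These shares depend on how many genes change and need not hold for the real counts. Upper-quartile normalization gave 819 higher and 339 lower, so that 70.7% of the DEGs were higher, against 62.0% with TMM. The median log2 fold change of all genes was 0.08 with it, against 0.00071 with TMM. Of the genes with a log2 fold change beyond 2, the 172 higher became 96 when at least 10 counts were required in every library, and the 48 lower became 75 with limma-voom without a low-count filter. Of the 172, 83 were not tested under the stricter filter, each with under 10 counts in at least 1 control, and all the others stayed among the 96. Of the 75, 27 had been left out by the low-count filter.

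With 1 library left out, the counts ranged from 319 to 4954 DEGs, from 222 to 2423 higher and from 97 to 2531 lower across the 8 fits. Those with a log2 fold change beyond 2 ranged from 96 to 194 higher and from 28 to 191 lower. The highest of each came without β-tetO-NICD library 1. The fit without control 3 gave 866 DEGs. For β-tetO-NICD mice, the columns numbered 1, 2, 4 and 5 were left out in turn.

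With the transcript length offset 1550 genes were DEGs, 870 higher and 680 lower, and 902 of the 1020 stayed DEGs. With the offset from median transcripts there were 1281. With the Eif2s3y covariate there were 749, of which 684 were among the 1020. Among the 5 libraries without Eif2s3y counts there were 116, 85 higher and 31 lower, 69 and 18 of them with a log2 fold change beyond 2, and 18 of the 60 network genes passed. That fit has 3 libraries against 2, which limits what it can call, and 1968 genes had an unadjusted p under 0.05 in it against 4769 in all 8 libraries.

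The replicate block used only numbers 1 and 2, with the other 4 libraries as one level. Number 4 is also shared by a control and a β-tetO-NICD column, but the mouse of that β-tetO-NICD column is not settled by its label. It gave 970 DEGs, 558 higher and 412 lower, with 174 and 47 beyond a log2 fold change of 2, and 803 of the 1020 were among them. Deviations of same-numbered libraries correlated at 0.276 and −0.090 across genes (mean 0.093), against a mean of −0.014 for the other pairs between the groups. With only 2 such pairs, whose values disagree, these correlations cannot tell whether the numbers pair the mice. For the marker scores, no paired permutation over sign changes was run, because 2 β-tetO-NICD columns carry no label number.

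The higher Ephrin ligand score was the same in direction under every alternative, between 0.76 and 1.04 apart from the one relative to Ppia, where the difference was 0.34 (exact permutation p = 0.457). Ppia itself had a log2 fold change of 0.54 (adjusted p = 0.161). Its level was higher in every library with a negative rho with length (314 to 567 CPM) than in those with a positive rho (241 to 276 CPM). Values relative to Ppia, for this and the other scores, therefore carry the length trend. The Eph receptor score had no stable sign. Its difference of 0.02 became −0.093 from summed CPM, −0.46 relative to Ppia and −0.22 for members with at least 50 counts, and was between −0.07 and 0.13 with 1 library left out.

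Other sign changes were in results that passed no threshold, apart from the macrophage score. Upper-quartile normalization moved Efna2 to 0.017 and Itgb1 to 0.034. The transcript length offset moved Pdx1 to −0.18, Itgb1 to 0.033 and Itga5 to 0.044, and the offset from median transcripts moved Itgb1 to 0.10 and Itga5 to 0.16. In the 5 libraries without Eif2s3y counts, Pdx1 was −0.025, Itgb1 0.13, Itga5 0.045, Slit2 0.022 and Slit3 0.094. Relative to Ppia, the differences of the acinar, duct, endothelial and macrophage scores were −0.11, −0.40, −0.41 and −0.27. After correction for transcript length those of the acinar, duct and macrophage scores were −0.068, −0.055 and −0.020. With 1 library left out, the log2 fold changes were between −0.20 and 0.060 for Efna2, −0.074 and 0.18 for Pdx1, −0.11 and 0.070 for Itgb1, −0.22 and 0.027 for Itga5, and −0.031 and 0.22 for Robo4. The duct score was between −0.11 and 0.25 and the endothelial score between −0.048 and 0.20.

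Stability was counted over part of the named genes, the marker scores and the count of network genes. That part left out genes named only as members of marker lists, the Eph receptor genes other than Ephb6, and most genes named only by Figure 4E. The Ephrin ligand and Eph receptor scores, given above, were not counted. Under the alternatives with no single library left out, 830 of 921 values kept their direction and side of the threshold. Of the others, 21 were weaker, 50 stronger and 19 reversed, and the remaining value was the network count of 18. With 1 library left out, Slc2a2 and Efnb3 lost their adjusted p under 0.05 in 6 fits each, Efnb1 in 5, Ucn3 in 4 and Ephb6 in 2. Notch1, Hes1, Hey1, Heyl, G6pc2, Rph3a, Rims3, Tgfb1, Smad3, Sox11, Efna1 and Efna5 kept it in all 8. Hes5 and Syt10 were tested in only 4 of those fits, since a gene expressed in 1 group falls under the count minimum when a library of that group is left out.

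Depth limits the fold changes of Hes5, Lmntd1 and Syt10, which are lower bounds set by the floor of 3 counts, and left Efna3 and Efna4, with at most 16 counts in any library, untested.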

Differences from the paper's values

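The log2 fold change of G6pc2 was −2.41, against the paper's about −3.3 in Fig. 4A, read by eye. That of Efna5 was 1.71, against the paper's about 2.6 in Fig. 4A, read by eye. None of the alternatives set before the data were examined closed either gap, with values between −2.52 and −2.34 for G6pc2 and between 1.55 and 1.85 for Efna5. The authors' deposited table gives −2.41 for G6pc2 and 1.69 for Efna5, and gives −3.27 for Cyp4f39, near the plotted position of the G6pc2 label.

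The paper presents the genes of the heatmap in Figure 4D as differentially expressed at its threshold, and 4 of them had an adjusted p above 0.05 here. Glp1r had 0.0838, and passed with DESeq2 (0.0337), with limma-voom (0.0427), with limma-voom without a low-count filter (0.0435) and without β-tetO-NICD library 1 (0.00934). Its adjusted p in the fits that left out 1 library reached 0.211. Syt14 had 0.0700, and passed with DESeq2 (0.0146) and without β-tetO-NICD library 1 (0.00679), reaching 0.193 in the other fits that left out 1 library. In the authors' deposited table the adjusted p is 0.0510 for Glp1r and 0.0616 for Syt14.

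Cacna1d had 0.0598, and passed with DESeq2 (0.00595), limma-voom (0.0479), the acinar covariate (0.0377), the replicate block (0.0323), without control 3 (0.0453) and without β-tetO-NICD library 1 (0.00436). Snap23 had 0.0514, and passed with DESeq2 (0.00613), median-ratio size factors (0.0471), limma-voom with (0.0398) and without (0.0476) a low-count filter, at least 10 counts in every library (0.0489) and without β-tetO-NICD library 1 (0.00523). Both also passed with the transcript length offset (0.0144 and 0.0403) and with the offset from median transcripts (0.0208 and 0.0483), which were chosen after seeing the values. With 1 library left out their adjusted p reached 0.168 and 0.135. In the authors' deposited table, made with limma, the adjusted p is 0.0494 for Cacna1d and 0.0421 for Snap23.

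The network of Figure 4E is described as made of upregulated DEGs, and Bdnf, Lsp1 and Cfb had adjusted p of 0.0545, 0.0545 and 0.0597. All 3 passed with DESeq2 (0.00608, 0.00443 and 0.00363), with limma-voom (0.0322, 0.0498 and 0.0345) and without β-tetO-NICD library 1 (0.0331, 0.00987 and 0.0188). Bdnf and Cfb also passed with limma-voom without a low-count filter (0.0416 and 0.0369), Lsp1 and Cfb with the replicate block (0.0250 and 0.0125) and without control 2 (0.0283 and 0.0183), and Bdnf without control 3 (0.0112). Bdnf and Lsp1 passed with upper-quartile normalization (0.0468 and 0.0471) and with at least 10 counts in every library (0.0410 and 0.0462). Of the alternatives chosen after seeing the values, the transcript length offset called Bdnf and Lsp1 (0.0366 and 0.0478), the offset from median transcripts Bdnf and Cfb (0.0443 and 0.0439), and the Eif2s3y covariate Lsp1 and Cfb (0.0477 and 0.0257). With 1 library left out, the highest adjusted p of the 3 genes were 0.145, 0.157 and 0.165. In the authors' deposited table, made with limma, the adjusted p is 0.0357 for Bdnf, 0.0480 for Lsp1 and 0.0419 for Cfb.

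The methods state that islets from males were used for gene expression experiments. Counts of the Y-linked genes Eif2s3y and Ddx3y were 1300 and 1414 in control 2, 1527 and 1659 in control 4, and 1465 and 344 in β-tetO-NICD library 5, and at most 1 in each of the other 5 libraries.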

Other observations

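The first 2 tests of the length trend below, its test against mouse numbers, and the tests of shared reads and of swapped genotypes for the Y-linked counts, were chosen only after those patterns were seen. The first principal component of the tested genes held 56.5% of the variance, and log2 fold changes fell with the length of the longest transcript (Spearman's rho −0.486 across 14661 genes, which are not independent replicates). Genes lower in β-tetO-NICD islets had a median length of 4337.5 bases and genes higher 2614, against 3364 for the genes that were not DEGs. An effect of NICD on long transcripts would show in each β-tetO-NICD library, but rho against the controls was 0.061 in library 1, while it was −0.520, −0.446 and −0.521 in libraries 2, 4 and 5. Control 3, which carries no tetO-NICD, had a rho of −0.541 against the other 3 controls. A difference in RNA integrity or library preparation may be behind it, and the labels name no preparation batch. They do carry a number for each mouse, and the rho of the 8 libraries given for the length figure did not rise or fall steadily with it (Spearman's rho −0.371, exact permutation test, two-sided p = 0.363, with a shared rank for libraries 4 and 5). The 3 lowest numbers all have a positive rho, and 8 libraries cannot rule out blocks of mice handled together. GC content left a partial rho of −0.455. With the acinar covariate rho was −0.515, so acinar RNA does not account for it. After thinning to equal depth rho was −0.485 and without the 10 largest genes −0.486, but neither change could move it much after TMM normalization, so depth and a few large genes were not tested by them.

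Among the 35 ways to divide the 8 libraries into 4 and 4, 2 gave at least as many DEGs as the real one, 2 as many higher, 2 as many lower and 2 as many lower with a log2 fold change below −2, the real division included. The other division sets control 3 with β-tetO-NICD libraries 2, 4 and 5, which is the way the length trend runs, and gave 4321 DEGs against 1020. The length trend and the condition therefore cannot be fully told apart in these counts. For genes higher with a log2 fold change above 2, 1 of the 35, the real division, gave as many as 172. Of the 35 divisions, 31 gave no DEG. Limited to the 12 divisions that part both same-numbered pairs, as the real one does, 1 gave as large a count for each of these 5 results, but 12 divisions cannot give a share under 0.05. The 23 others leave a same-numbered pair in one group, the one with 4321 DEGs among them. After the length offset the real division gave 1550 DEGs and the other one 635, and 1 of the 35 divisions, and 1 of the 12, gave as many as the real one, which suggests that much of the excess of the other division followed length.

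The part of the length trend that the offset fits does not account for most DEGs, as 902 of the 1020 stayed DEGs with the same sign. The division that sets control 3 with β-tetO-NICD libraries 2, 4 and 5 still gave 635 DEGs after the offset. The offset may thus leave part of what sets these libraries apart, and the 902 cannot exclude that part. Of the 632 higher, 70 were lost. Of the 388 lower, 48 were lost, with a median length of 6756.5 bases, against 4122 for the 340 kept. The offset also added 648 DEGs. The Ephrin ligand score difference was 0.79 after correction for length, against 0.83. Ins1 and Ins2, whose transcripts are short at 1062 and 918 bases, had log2 fold changes of −1.21 and −1.20 with the offset from longest transcripts (adjusted p = 0.00479 and 0.00607 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), against −0.65 and −0.56 without it. With the offset from median transcripts they were −0.81 and −0.94 (adjusted p = 0.0992 and 0.0634), and over the other alternatives the adjusted p of Ins1 was between 0.0941 and 0.425. A lower insulin transcript level masked by the length trend may be worth a test in libraries that do not differ in length.

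Eif2s3y was counted in 3 of the 8 libraries, as given above, and Ddx3y in the same 3. The Y-linked gene Kdm5d was counted in all 8, with 1217, 1200 and 364 counts in those 3 libraries and 104 to 345 in the other 5, where Uty had 8 to 14 counts. Mice of both sexes would show higher X-linked copies of Y genes in the other 5. The mean log2 CPM of Kdm6a, Eif2s3x, Ddx3x and Kdm5c, corrected for length, was higher in those 5 by 0.54, with a gap of 0.15 between the lowest of the 5 and the highest of the 3 (exact permutation test over 56 arrangements, p = 0.0179, the smallest possible). Without the correction for length the sets overlapped (gap −0.271). Reads shared with the X-linked copies would give Eif2s3y counts in each library, but its highest count among the 5 was 1. Ddx3y likewise had 1 count in each of those 5. This holds for Eif2s3y and Ddx3y only, and the Kdm5d counts in the 5 may come from shared reads. Libraries of the other genotype are ruled out by Notch1, whose lowest β-tetO-NICD count was 7.29 times the highest control count. Mice of both sexes remain as an explanation. With Eif2s3y as a covariate 684 of the 1020 DEGs stayed DEGs with the same sign, which argues against sex as the source of most of them. Among the 5 libraries without Eif2s3y counts, 108 of the 1020 were DEGs. That fit compares 3 libraries with 2, which limits what it can call, so it cannot decide the question.

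Some values bear on measurements the paper made in other mice or by other methods. By quantitative PCR, the paper reports upregulation of all expressed Ephrin ligands, with Efna5 as the most abundant (Figure 4F). In these counts 5 of the 6 ligands above the count minimum were higher, 4 of them DEGs, and Efna2 was the exception, with a log2 fold change of −0.06, or 0.017 with upper-quartile normalization. The paper normalizes that figure to Ppia as invariant, and Ppia counts were 268 ± 34.3 CPM (SD, n = 4) in controls and 392 ± 136 CPM (SD, n = 4) in β-tetO-NICD islets, a difference that did not pass the threshold.

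Of the maturity genes in Figure 1G, the paper's reduction is matched in direction by Mafa (log2 fold change −0.86, adjusted p = 0.207) and Slc30a8 (−0.72, adjusted p = 0.0808), which did not pass the threshold, and by Glp1r, which did not pass either. Slc30a8 passed in 1 of the 8 fits that left out 1 library, where its adjusted p reached 0.220. G6pc2 and Ucn3, as given above, were lower and passed, while Pdx1 was 0.04 (adjusted p = 0.901). The score of 10 β cell maturity genes, of which G6pc2, Ucn3 and Slc2a2 were DEGs, was lower by 1.23 on the log2 scale, with every β-tetO-NICD library under every control (exact permutation p = 0.029, the smallest possible, adjusted p = 0.0667 over 14 lists).

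The paper reports Cdh1, Epcam, integrins β1 and α5, Ncam and Slit-Robo components as unchanged. None was a DEG here by edgeR. The log2 fold changes of Cdh1 and Epcam were 0.16 and 0.31, and those of Itgb1, Itga5 and Ncam1 were −0.04, −0.11 and 0.54. Robo1 and Robo2 were −1.02 and −0.99 (adjusted p = 0.0803 and 0.103) and were DEGs with DESeq2 (0.0212 and 0.0331) and without β-tetO-NICD library 1. Ncam1 was a DEG without that library (0.0489), with the transcript length offset (0.0383) and with the Eif2s3y covariate (0.0474). The endothelial score differed by 0.08 (exact permutation p = 0.629). Th, whose protein the paper quantified as a marker of sympathetic fibers, had a log2 fold change of −1.48 (adjusted p = 0.000681). It fell from 41.9 ± 1.01 to 15.0 ± 2.74 CPM (SD, n = 4 per group), and was −1.74 with the transcript length offset. Axonal RNA and β cell transcripts of Th cannot be told apart in bulk islet RNA.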
